# Deep Sequencing Identification of Novel Glucocorticoid-Responsive miRNAs in Apoptotic Primary Lymphocytes

**DOI:** 10.1371/journal.pone.0078316

**Published:** 2013-10-24

**Authors:** Lindsay K. Smith, Arpit Tandon, Ruchir R. Shah, Deepak Mav, Alyson B. Scoltock, John A. Cidlowski

## Abstract

Apoptosis of lymphocytes governs the response of the immune system to environmental stress and toxic insult. Signaling through the ubiquitously expressed glucocorticoid receptor, stress-induced glucocorticoid hormones induce apoptosis via mechanisms requiring altered gene expression. Several reports have detailed the changes in gene expression mediating glucocorticoid-induced apoptosis of lymphocytes. However, few studies have examined the role of non-coding miRNAs in this essential physiological process. Previously, using hybridization-based gene expression analysis and deep sequencing of small RNAs, we described the prevalent post-transcriptional repression of annotated miRNAs during glucocorticoid-induced apoptosis of lymphocytes. Here, we describe the development of a customized bioinformatics pipeline that facilitates the deep sequencing-mediated discovery of novel glucocorticoid-responsive miRNAs in apoptotic primary lymphocytes. This analysis identifies the potential presence of over 200 novel glucocorticoid-responsive miRNAs. We have validated the expression of two novel glucocorticoid-responsive miRNAs using small RNA-specific qPCR. Furthermore, through the use of Ingenuity Pathways Analysis (IPA) we determined that the putative targets of these novel validated miRNAs are predicted to regulate cell death processes. These findings identify two and predict the presence of additional novel glucocorticoid-responsive miRNAs in the rat transcriptome, suggesting a potential role for both annotated and novel miRNAs in glucocorticoid-induced apoptosis of lymphocytes.

## Introduction

Apoptosis of lymphocytes is critical for the homeostatic balance of the immune system. The escape of lymphocytes from apoptotic constraint results in dire consequences including the development of hematomalignancy and autoimmune disorders. Glucocorticoid hormones are potent inducers of lymphocyte apoptosis [1]. Endogenous glucocorticoids regulate immune development through the elimination of unwanted immature thymocytes during the T-cell selection process [2]. Furthermore, given their aggressive pro-apoptotic properties, synthetic glucocorticoids are a mainstay of hematomalignant chemotherapeutic regimens. 

Glucocorticoids are a class of essential stress-induced steroid hormones regulating cardiovascular, metabolic, homeostatic and immunologic functions. Endogenous glucocorticoids are synthesized and secreted under the control of the hypothalamic-pituitary-adrenal axis in response to stressors, including environmental stress, nociception, and emotion [3]. The pleiotropic effects of glucocorticoids are mediated by the ubiquitously expressed glucocorticoid receptor (GR), which serves as a sensor of environmental stress, mediating the response of the immune system to environmental stress and toxic insult. Glucocorticoid-induced apoptosis of lymphocytes is a multifaceted process, requiring signaling through the GR and the altered expression of apoptotic effector genes [4-6]. Several laboratories have performed genome-wide microarray analysis to delineate the changes in gene expression that modulate glucocorticoid-induced apoptosis. Most notably, the expression of the pro-apoptotic BH3-only Bcl-2 family member Bim is induced by glucocorticoid-treatment in murine lymphoma cell lines, human leukemic cell lines, mouse primary thymocytes, as well as human primary chronic lymphoblastic leukemia and acute lymphoblastic leukemia samples [7-9]. While not the only mechanism involved in this complex process, the upregulation of Bim is likely an important mediator of glucocorticoid-induced apoptosis, as both in-vivo and in-vitro depletion of Bim expression in lymphocytes decreases sensitivity to glucocorticoid-induced apoptosis [10-12]. However, until recently, gene expression analysis of lymphocytes undergoing glucocorticoid-induced apoptosis has largely ignored the examination of non-coding RNAs, or miRNAs. 

MiRNAs are non-coding, ~21mer, single-stranded post-transcriptional regulators of gene expression [13,14]. First discovered in *C. elegans* fifteen years ago, highly conserved miRNAs have now been identified and cloned in plants, *D. melanogaster*, rodents, humans and numerous other species [15-18]. The interaction of a miRNA with mRNA (via imperfect “seed sequence” binding) hinders target mRNA translation while increasing evidence demonstrates that miRNAs can also promote the deadenylation and subsequent degradation of their mRNA targets[19]. 

To date, miRNAs have been assigned regulatory roles in fundamental biological processes, including differentiation, proliferation, embryonic development, and cell death [20]. Accordingly, the dysregulation of miRNA expression and function is a common observation in numerous and diverse human diseases [21]. Currently, there are over 2000 annotated mature human miRNAs, each with the capacity to regulate hundreds of target mRNAs (or approximately 30% of coding genes), establishing miRNAs as a substantial class of gene regulatory elements [22]. Importantly, miRNAs also regulate lymphocyte function and survival through both the induction and antagonism of apoptosis [23].

Previously, using both microarray and deep sequencing analysis, we described the prevalent repression of annotated miRNA expression during glucocorticoid-induced apoptosis of primary lymphocytes [1]. Further functional studies demonstrated for the first time a regulatory role for specific miRNAs and miRNA processors in the execution of glucocorticoid-induced apoptosis. Interestingly, this analysis also indicated the potential presence of numerous novel glucocorticoid-responsive miRNAs.

Here, we have developed a customized bioinformatics pipeline that facilitates the deep sequencing-mediated discovery of novel miRNAs. Using this approach, we describe the identification of hundreds of potentially novel glucocorticoid-responsive miRNAs in the transcriptome of apoptotic primary lymphocytes. Furthermore, we validated the glucocorticoid-dependent repression of two candidate novel miRNAs and Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com) predicted that these novel glucocorticoid-responsive miRNAs may contribute to glucocorticoid-induced apoptosis. In summary, these computational findings describe the discovery of novel glucocorticoid-responsive miRNAs and further suggest a potential role for both annotated and novel miRNAs in the glucocorticoid-induced apoptosis program. 

## Results

### Discovery of novel miRNAs from deep sequencing data: Generation of test and training sets

To identify glucocorticoid-responsive novel miRNAs from deep sequencing data we employed a customized bioinformatics pipeline. This pipeline is based on miRanalyzer, a previously published methodology (also available via web-server) [24]; however, we implemented several significant modifications to the original miRanalyzer approach (see methods). The basis of this computational analysis was to first align miR-analyzer-generated reads to the genome and use ‘machine learning’ to learn from the signal profile of known miRNAs and known non-miRNAs (*training*). Once the models are trained and able to accurately classify known miRNAs from non-miRNAs, we then use the models to predict novel miRNAs from signals at unannotated regions of the genome (*testing*) (Figure 1A). 

**Figure 1:**
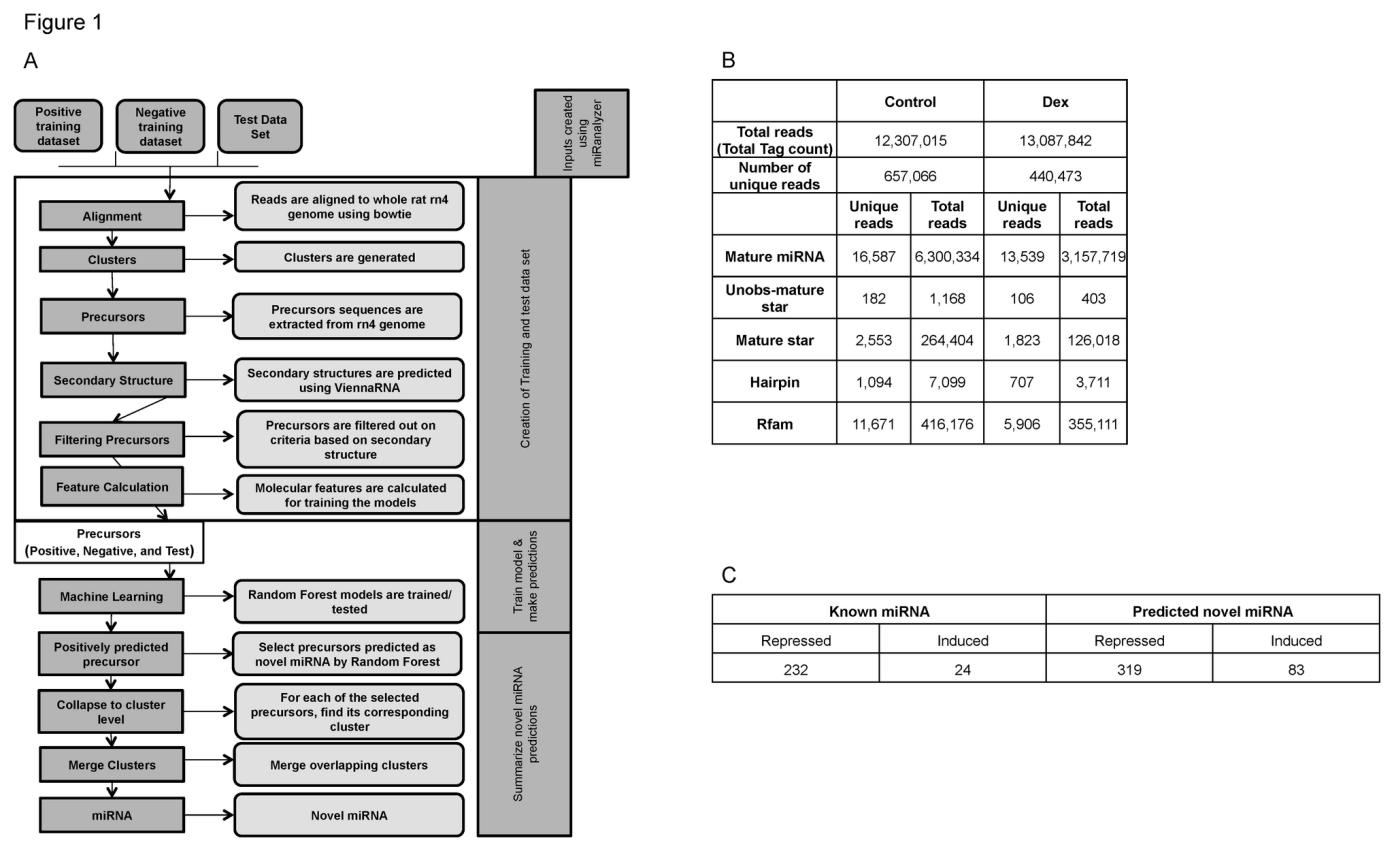
Development of a customized bioinformatics pipeline for the discovery of novel miRNAs from deep sequencing data. (A) This bioinformatics analysis workflow describes the novel miRNA discovery process adapted from miRanalyzer. The analysis pipeline uses next generation sequencing (miRNA-seq) data from untreated (control) or dexamethasone-treated rat primary thymocytes as input. This pipeline divides reads into three files: reads that align to an annotated mature miRNA (“Positive” training set), reads that align to other RNA subtypes (“Negative” training set), or reads that align at unannotated regions (“Test” set). Reads from each of these files are then aligned and alignment results are methodically processed to generate clusters, precursors and predicted secondary structures. Random forest machine learning is then employed to train the models for the prediction of novel miRNAs in the “Test” dataset. The output provides the genomic coordinates of predicted putative novel miRNAs. (B) Table describes total number of reads generated by miRNA-seq of control and dexamethasone treated primary thymocytes analyzed using the novel bioinformatics workflow described above. As expected, the majority of these reads align to known miRNAs when compared to other RNA subtypes. (C) Table summarizes the total number of known and predicted novel miRNAs identified by the bioinformatics workflow as induced or repressed in control and dexamethasone treated rat primary thymocytes. Both known and predicted novel miRNAs exhibit a trend of repressed expression during glucocorticoid-induced apoptosis.

This analysis employed reads previously generated by miRNA-seq analysis of annotated miRNAs during glucocorticoid-induced apoptosis [1]. Reads were generated by next generation sequencing on the Illumina platform using total RNA extracted from dexamethasone (Dex) treated and untreated (Control) primary thymocytes (see [1] for detailed description of apoptosis analysis). We obtained approximately 12-13 million reads for each sample and performed quality control analysis using FastQC (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). We then trimmed all reads at the 3’ end to remove adapter sequences. Trimmed reads were subjected to a step-wise alignment protocol adopted from miRanalyzer [24] which first attempts to align reads to known miRNA sequences, and the remaining unaligned reads are then sequentially aligned to mature, mature-star*, unobserved mature-star*, hairpin, Refseq, and Rfam transcripts, sequentially (Figure S1). As a final alignment step, the remaining reads are aligned to the whole rat genome (Rn4). As expected, a large number of the total ~12-13 million reads obtained from deep sequencing of each sample aligned to known miRNAs when compared to the aforementioned RNA subtypes (Figure 1B). Reads that aligned to known miRNAs were used to generate the “Positive” training set while reads that aligned to other RNA subtypes were used to generate the “Negative” training set. Reads that did not align to any annotated RNA species but did align to the genome were used as “Test” data (Figure 1A). 

To generate sequences belonging to the “Training” and “Test” datasets, reads with overlapping genomic coordinates were grouped together to form ‘clusters’ (totaling a length of 20-27 nucleotides) and several ‘precursor’ sequences were generated from each cluster. Precursors encompassed a genomic window centered at the cluster and extending on both the 5’ and 3’ ends of the cluster. We obtained 284 Control and 236 Dex clusters in the true “Positive” and 5,499 Control and 3,179 Dex clusters in the true “Negative” training data (Table S1A). Generated precursor sequences were then subjected to secondary structure selection criteria (Figure 1A).

 The secondary structure of each precursor sequence was generated using Vienna RNA [25] and the precursor sequence was discarded from further consideration if the secondary structure did not meet stringent criteria. Pre-miRNAs are characterized by a canonical stem loop structure, hence the selection criteria was designed to discard all precursors whose secondary structure did not exhibit the desired number of base pairing and a stable hairpin structure. The filtered precursor sequences that met these criteria were used to generate molecular features that describe the unique sequence and/or secondary structure attributes of the precursor candidate in question. We chose a set of ten molecular features that best characterize attributes distinguishing a miRNA from other RNA subtypes (Figure 1A). These include features that characterize the degree of conservation of the miRNA sequence, the signal intensity at each putative miRNA location, and characteristics of the predicted secondary structure including the minimum free energy (Figure S2). 

### Training of random forest models

We generated molecular features for all filtered precursor sequences within the “Positive” and “Negative” training sets and constructed random forest models for both the Control and Dex datasets (Figure 1A). While our modeling technique used information from all molecular features for classification purposes, our analysis indicated that certain molecular features had more influence on the classification. The sequence conservation score was the most informative feature whereas the number of bases in the overhang of the secondary structure was among the least informative (Figure S2). The training classification error for random forest models ranged from 93.3% to 99.8% denoting a high degree of accuracy (Table S2A and S2B). 

### Prediction of novel miRNAs using trained models

The “Test” dataset was processed in a manner identical to the “Training” dataset in terms of preparation of clusters and precursor sequences; however, we eliminated clusters from further analysis if miRNA expression signal was below 11 raw read count to focus on only those miRNAs displaying moderate to high expression levels. We obtained 15,332 Control and 9,876 Dex clusters resulting in 52,354 Control and 33,646 Dex precursors in the “Test” dataset (Table S1B). These precursors were subjected to classification using our modeling technique. 

The precursor sequences that were predicted as novel miRNAs were further filtered based on two criteria: (i) the minimum free energy of their predicted secondary structures, and (ii) signal intensity. This yielded 515 and 346 novel miRNAs predicted for Control and Dex samples, respectively, with 220 common between the two sample types. Previously, we reported that the majority of known miRNAs are repressed during glucocorticoid-induced apoptosis of lymphocytes [1]. Interestingly, this trend extends to our analysis of miRNA-seq-derived novel miRNAs. Here, approximately 80% of predicted novel miRNAs were repressed in response to dexamethasone treatment (Figure 1C).

### Validation of novel glucocorticoid-responsive miRNAs

To verify the glucocorticoid-induced repression of miRNAs, a combination of both annotated and novel miRNA candidates were selected for qPCR validation. Two novel miRNA candidates, candidate 44 and candidate 166, were chosen for validation on the basis of their predicted secondary structure. Both candidates demonstrate a canonical stem-loop structure and a putative mature miRNA sequence (Figure 2A). Furthermore, the expression of each novel miRNA candidate (as visualized in the UCSC Genome Browser [26]) is repressed in response to dexamethasone treatment (Figure 2B). This observation parallels the trend of prevalent repression of annotated miRNAs during glucocorticoid-induced apoptosis of lymphocytes, suggesting that these novel candidates are biologically similar to annotated miRNAs. Interestingly, candidate 166 also exhibits detectable signal at the proximal mature miRNA rno-miR-6324, a recently annotated mature miRNA arising from the same precursor as candidate 166 [27]. While the basal expression of rno-miR-3624 is lower than candidate 166, it is also repressed in response to dexamethasone treatment (Figure 2B). 

**Figure 2:**
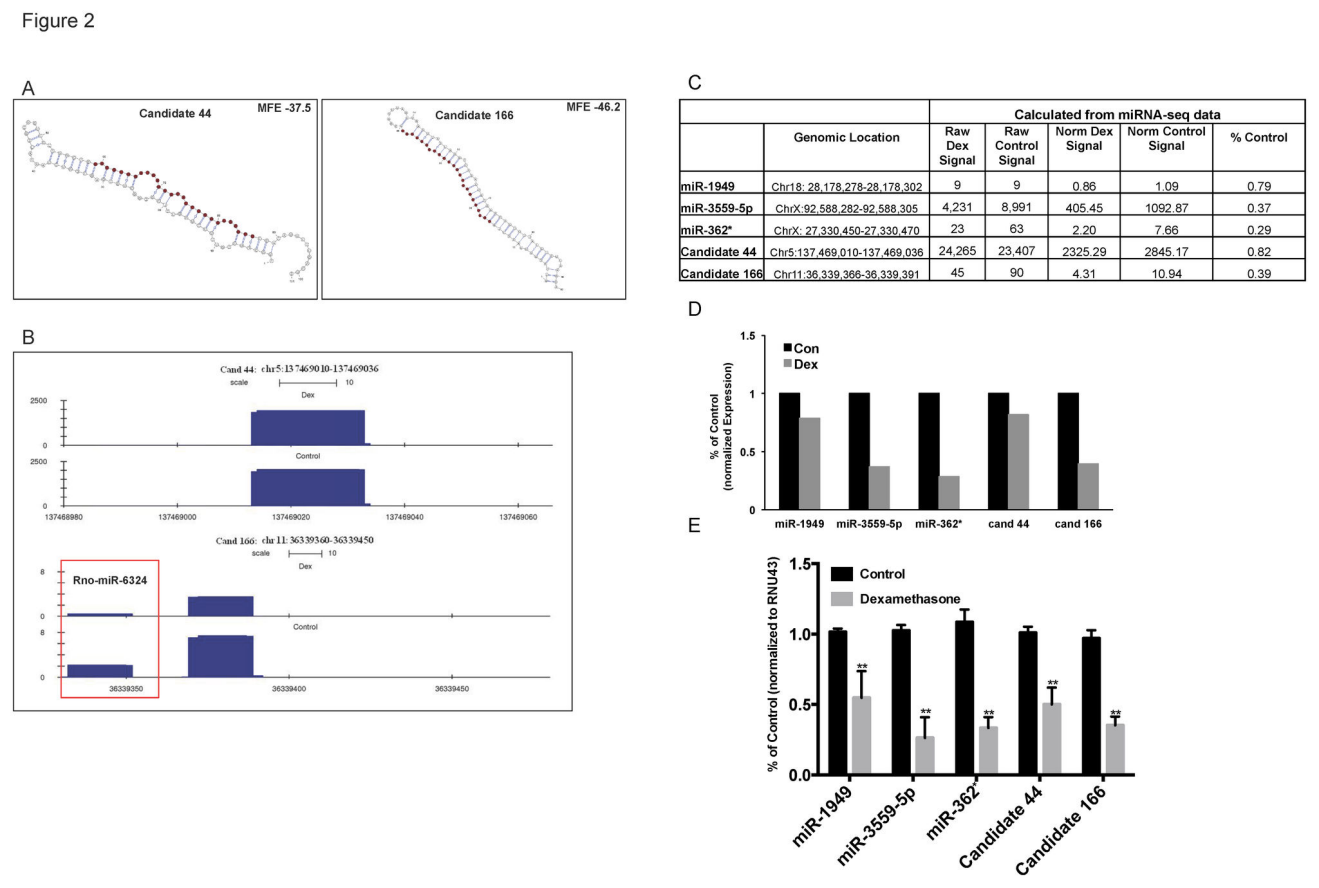
Validation of novel glucocorticoid responsive miRNAs. (A) Secondary structure of two novel miRNA generated by ViennaRNA. The predicted ‘mature’ sequence is highlighted in red; the remaining hairpin contains the putative stem loop and mature-star* sequence, the minimum free energy (MFE) of each structure is indicated. The VARNA visualization applet was used to draw the RNA secondary structure [66]. (B) The expression of the candidate novel miRNAs, candidates 44 and 166 visualized in UCSC genome browser (Dex treated is top bar, Control is bottom bar). Both of the predicted novel miRNAs are repressed during glucocorticoid-induced apoptosis of primary lymphocytes. Visualization of novel miRNA candidate 166 also detects a glucocorticoid-responsive signal at the proximal newly annotated mature miRNA rno-miR-6324, which is antisense to candidate 166 (indicated in the red box). (C) Percent control values of the five miRNAs (3 known and 2 predicted novel candidates) selected for qPCR validation. Percent control was calculated as (Dex/Control) using computationally derived signal values for control and dexamethasone-treated rat primary thymocytes. Signal values were generated using stringent sequence alignment criteria of miRNA-seq data. (D) Graphic representation of percent control values for control and dexamethasone-treated samples generated using computationally derived expression signals from the miRNA-seq data. Raw read counts at each miRNA were normalized to the total number of aligned reads in the respective sample to generate normalized signal. (E) Rat primary thymocytes were untreated (control) or treated with 100nM dexamethasone for 6 hours (apoptosis was monitored as previously described [1]). The expression of annotated positive controls and individual mature candidates was evaluated via quantitative PCR using custom TaqMan Small RNA Assays. The expression of RNU43 small nuclear RNA served as an endogenous control. Results are reported as mean percent control values +/- SEM values for 3 biological replicates (**p<.01).

A total of five candidates, three annotated miRNAs (miR-1949, miR-3559-5p, and miR-362*) and the two predicted novel miRNAs (candidates 44 and 166) were subjected to small-RNA qPCR analysis. Each validation candidate exhibited sufficient basal signal for qPCR analysis and a degree of glucocorticoid-responsiveness as determined by the percent control value generated from computationally derived expression signals (Figure 2C and 2D). Custom Taqman Small RNA assays were designed to the mature 5’-3’ sequence of each candidate miRNA and used for the targeted quantitation of novel glucocorticoid-responsive miRNAs. These assays employ a sequence-specific stem-loop 3’ reverse transcription primer, thereby assuring the definitive analysis of small RNAs [28]. This analysis confirmed the significant repression of both the annotated positive controls as well as the novel candidate miRNAs during glucocorticoid-induced apoptosis of primary lymphocytes (Figure 2E). Interestingly, the percent of control values generated by qPCR analysis closely mirror those derived from the miRNA-seq data (Figure 2D). These findings confirm the presence of two and predict the existence of numerous additional novel glucocorticoid-responsive miRNAs in the rat transcriptome (Figure 1C). To explore the potential functional roles of these novel glucocorticoid-responsive novel miRNAs, we performed further computational analysis to identify the predicted gene targets for each of the two qPCR-validated novel miRNAs. 

### Pathways analysis predicts novel miRNA targets may contribute to glucocorticoid-induced apoptosis

Using the mature sequence of novel miRNA candidates 44 and 166, gene target predictions were made against the 3’ untranslated regions of RefSeq transcripts via the miRanda miRNA target prediction algorithm [29]. Numerous gene targets were predicted for both candidate novel miRNAs (Figure 3A). 

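Whole genome gene expression was measured on Agilent Whole Rat Genome arrays, which read 1 color and hold 60-base oligonucleotide probes. Rat thymocytes, the immature lymphocytes of the thymus, were cultured for 6 hours without hormone (Control) or with 100 nM of the synthetic glucocorticoid dexamethasone (Dex). The deposited data hold 4 Control and 4 Dex arrays, while the paper states 3 biological replicates per group. The paper's text does not name which arrays it used, so all 8 were analyzed. Each array carried 41012 non-control probes, of which 40749 were printed once and 263 were printed 10 times. On the Control arrays 1 to 4, 28665, 34472, 33148 and 33263 of these probes were well above background by the scanner software's own flag. The corresponding numbers on the Dex arrays 1 to 4 were 26471, 24908, 33284 and 33402. The groups did not differ in this number beyond the spread between arrays (exact two-sided permutation test, p = 0.314). The 75th percentile of the signal was 401, 414, 318 and 428 intensity units on the Control arrays and 425, 401, 266 and 264 on the Dex arrays (exact two-sided permutation test, p = 0.257). No spot was saturated, and the number of arrays limits the precision of every comparison. The authors extracted the spot intensities with the Agilent Feature Extraction software, which subtracts the background and adjusts for the error model, and then log2-transformed, quantile normalized and summarized them for each probe by median polish. The same 3 steps were recomputed here from the scanner output, after control spots and spots flagged as outliers had been left out. The recomputed values differed from the deposited log2 values of the same array by a median of at most 0.00158 in absolute size. Dim probes were kept, since the methods name no filter, and this choice changes the number of differentially expressed probes. The arrays lay on 3 slides. Control 1 and Dex 3 shared a slide, Control 2, 3 and 4 shared another, and Dex 1, 2 and 4 shared the last. Slide and treatment therefore overlap for 6 of the 8 arrays. Only Control 1 and Dex 3 can be compared within a slide. The largest difference within the groups sets replicates 1 and 2 apart from replicates 3 and 4, so these 2 arrays differ along it too. A fit with slide as a fixed block therefore cannot separate treatment from that difference.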

To assess the potential role of these predicted targets in the glucocorticoid-induced apoptosis program, whole genome gene expression microarray was performed on both untreated and dexamethasone treated primary thymocytes (3 biological replicates each). Ingenuity Pathways Analysis (IPA) of genes deemed differentially expressed (p-value < 0.01 and absolute fold change > 1.2) suggests that they govern molecular and cellular functions involving cell proliferation, cell division, and cell death (Figure 3B). 

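IPA was not run here. The functions it ranked were examined through gene lists fixed in advance, with 1 probe per gene. Of the cell death list, 64 genes were on the array, of which 33 were higher and 31 were lower in Dex than in Control. Their median log2 fold change was 0.03 and their mean was -0.00, so that the median and the mean differ in sign (limma's camera test with a preset correlation of 0.01 between genes, two-sided, adjusted p = 0.691 over the 10 lists tested). The sign of this median changed between processing alternatives. Slide as a fixed block, which mixes treatment with the largest difference within the groups, moved it most, to -0.20. Of these genes, 4 passed an adjusted p of 0.05 in limma over all probes, and 10 passed it adjusted over the list alone, 5 higher and 5 lower. The 4 genes are named here after their values were seen. Bcl2l11 rose by a log2 fold change of 1.77 and Gadd45a by 0.83, while Bcl2l1 fell by 1.04 and Fas fell by 0.82. With the replicate number as a block none of the 4 passed, at limma adjusted p-values of 0.121 to 0.195. Without the block, 21 genes of the list had an unadjusted p under 0.05. The share of the list among the differentially expressed RefSeq genes, called by the signal to noise statistic, was also taken, a comparison chosen after the data were seen. It was 17 of 56 genes, or 30.4%, with 7 higher and 10 lower, against 9.06% of the other 8849 RefSeq genes (Fisher's exact test, two-sided p = 6.4e-06, adjusted p = 1.9e-05 over 3 lists). The S phase list had 41 genes on the array, of which 38 were lower in Dex, with a median log2 fold change of -0.38 (camera, adjusted p = 6.0e-09). The G2M list, of genes expressed in the G2 and M phases, had 49 genes, of which 43 were lower, with a median of -0.35 (camera, adjusted p = 8.9e-11). When the correlation between genes was estimated from the data, neither list passed 0.05 (limma's camera, adjusted p = 0.366 for S phase and adjusted p = 0.308 for G2M). Neither passed limma's rotation test fry (adjusted p = 0.103 and adjusted p = 0.0561). No gene of the S phase list passed an adjusted p of 0.05 in limma, over all probes or over the list alone. In the same test 15 of its genes had an unadjusted p under 0.05, and the signal to noise statistic called 9. In the G2M list no gene passed over all probes, 3 passed over the list alone, 17 had an unadjusted p under 0.05 and the signal to noise statistic called 13. Among RefSeq genes alone, 9 of 21 G2M genes, or 42.9%, were called, each of them lower in Dex (Fisher's exact test, two-sided p = 4.8e-05, adjusted p = 7.2e-05). Scaling to the 75th percentile instead of quantile normalization brought this to 14.3% (Fisher's exact test, p = 0.165). For the S phase list the share was 3 of 17 genes, or 17.6% (Fisher's exact test, p = 0.201). From the functions that IPA ranked for the differentially expressed genes (Figure 3B), the paper proposes that these genes govern cell proliferation, cell division and cell death.

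**Figure D1:**
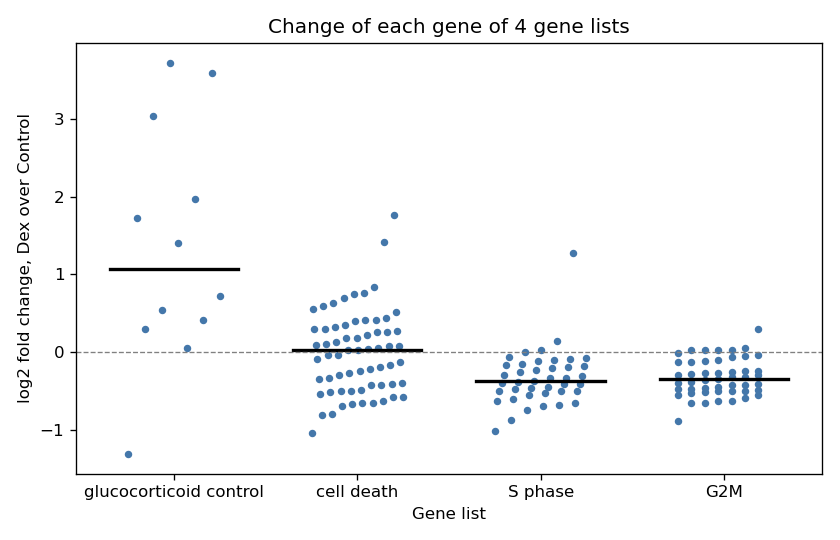
Log2 fold change, Dex over Control, of each gene (point) in 4 gene lists, with the median of each list as a black line and 0 as a dashed line. The position of a point from side to side within a list has no meaning. The S phase and G2M medians lie at -0.38 and -0.35, the cell death median at 0.03 and the glucocorticoid control median at 1.07.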

Interestingly, IPA of the predicted novel miRNA targets suggests that these miRNAs may contribute to many of the same molecular and cellular functions identified by the whole genome microarray analysis. Specifically, cell death and cell survival is a top IPA-generated molecular and cellular function for the miRanda predicted targets of both candidates 44 and 166 (Figure 3B). 

**Figure 3:**
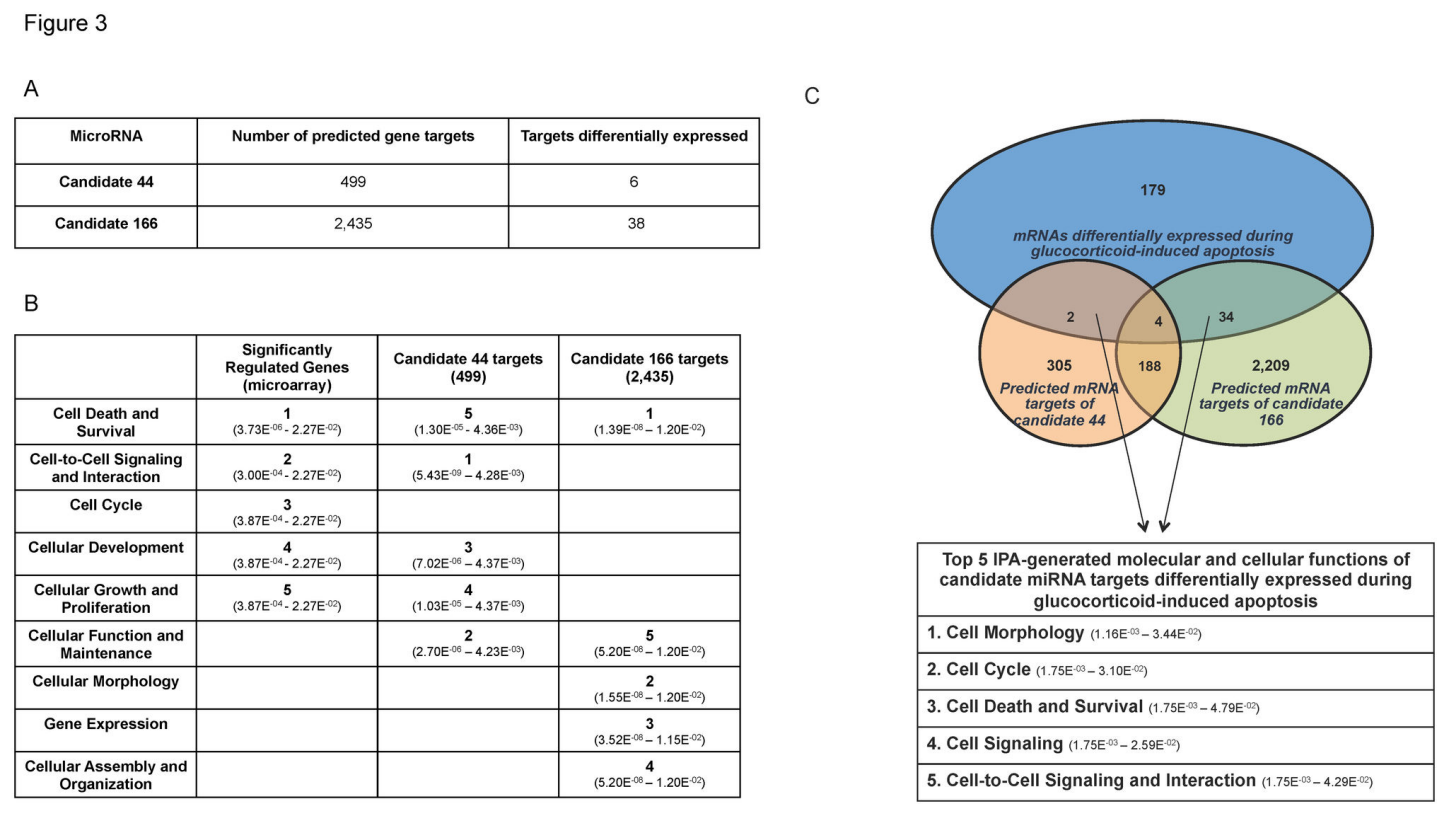
Pathways analysis predicts novel miRNA targets may contribute to glucocorticoid-induced apoptosis. (A) miRNA target predictions for novel miRNA candidates 44 and 166 were performed using the miRanda miRNA target prediction algorithm. The number of target mRNAs differentially expressed during glucocorticoid-induced apoptosis (p < 0.01; fold change > 1.2) is indicated for each candidate. (B) IPA-generated ranking of the top five molecular and cellular functions of genes differentially expressed during glucocorticoid-induced apoptosis (p < 0.01; fold change > 1.2), as well as the predicted targets of both candidates 44 and 166 (p-values for top functions are indicated beneath each ranking). Genes differentially expressed during glucocorticoid-induced apoptosis were identified by whole genome microarray analysis of untreated and 100nM dexamethasone-treated thymocytes (6 hours, 3 biological replicates). (C) Venn diagram analysis identified specific novel candidate predicted targets differentially expressed during glucocorticoid-induced apoptosis (p<.01) and the application IPA to this combined gene list (40 genes) generated a top 5 ranking of molecular and cellular functions regulated by these predicted targets (p-values for top functions are indicated beneath each ranking).

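Signals are given as quantile normalized log2 values, as mean ± SD over the 4 arrays of a group, and probe positions refer to rat genome build rn3, the build in the scanner output. Among probes with a gene symbol, the 10 genes with the largest changes, chosen by a fixed rule, were all higher in Dex. Probes without a gene symbol were left out by the rule, and 1 of them, for the transcript AW917931, named here after its value was seen, fell by 4.56 (limma adjusted p = 0.000134). On each of the 10 genes every Dex array exceeded every Control array, since the rule required all Dex arrays on one side of all Control arrays. Mlana, listed with a predicted transcript, is represented by a probe on chromosome 1 from 233588650 to 233588709. Its signal was 6.60 ± 0.46 (SD, n = 4) in Control and 11.49 ± 0.17 (SD, n = 4) in Dex, a log2 fold change of 4.89 (standard error 0.24, limma adjusted p = 0.000153). Tsc22d3, the gene of the glucocorticoid-induced leucine zipper, has a probe on chromosome X from 128409997 to 128410056. Its signal rose from 11.11 ± 0.23 to 14.71 ± 0.21 (SD, n = 4 each), a log2 fold change of 3.59 (standard error 0.18, limma adjusted p = 0.000153). Ddit4, with a probe on chromosome 20 from 27267323 to 27267382, rose from 9.25 ± 0.26 to 12.98 ± 0.20 (SD, n = 4 each), a log2 fold change of 3.73 (limma adjusted p = 0.000153). Angptl4 rose by a log2 fold change of 4.26, Jam2 by 4.23, Itgae by 4.02, Kif5c by 3.44 and Srebf1 by 3.34. Their limma adjusted p-values were between 0.000134 for Jam2 and 0.000998 for Kif5c. One of the 2 probes of Itgae and 2 of the 3 probes of Srebf1 passed an adjusted p of 0.05 in limma. Fgf8 rose by a log2 fold change of 4.41 (limma adjusted p = 0.0135) and Gsta1, which the array lists as Gsta3, by 3.77 (limma adjusted p = 0.00728). Fgf8, Gsta1 and Kif5c were well above background on 3 of the 4 Control arrays. With normexp background correction their log2 fold changes were 1.504, 1.21 and 1.44. With the replicate number as a block, Fgf8 and Gsta1 no longer passed (limma adjusted p = 0.0780 and 0.0617), while the other 8 genes did. Over all alternatives the adjusted p ranged from 0.00185 to 0.620 for Fgf8 and from 0.00130 to 0.366 for Gsta1. With slide as a fixed block, in which only Control 1 and Dex 3 carry the comparison, none of the 10 genes passed (limma adjusted p from 0.112 to 0.620), and each kept its direction.
Bcl2l11 encodes Bim, and its probe lies on chromosome 3 from 115628179 to 115628238. Its signal was 5.40 ± 0.27 (SD, n = 4) in Control and 7.17 ± 0.35 (SD, n = 4) in Dex, a log2 fold change of 1.77 (standard error 0.23, limma adjusted p = 0.0142). With each array left out in turn, the log2 fold change stayed between 1.54 and 1.93, and the adjusted p passed 0.05 in 4 of the 8 fits. It was 0.85 with normexp background correction and 1.12 with slide as a fixed block. Over all alternatives its adjusted p ranged from 0.00117 to 0.771. The glucocorticoid receptor gene Nr3c1 rose by a log2 fold change of 0.81, which did not pass the correction (limma adjusted p = 0.0951), although every Dex array exceeded every Control array. It passed in 4 of 21 alternatives, with adjusted p-values from 0.0152 to 0.771 over all of them. Of the 12 genes of the glucocorticoid control list, 11 were higher in Dex, with a median log2 fold change of 1.07 (limma's camera with the preset correlation, two-sided, adjusted p = 3.4e-12). This list also passed fry (adjusted p = 5.6e-07) and camera with the estimated correlation (adjusted p = 0.00256). Of the 12 genes, 6 passed in limma over all probes and 8 passed adjusted over the list alone, 7 higher and 1, Sgk1, lower. The 6 genes that passed over all probes were Tsc22d3, Ddit4, Fkbp5, Klf9, Nfkbia and Dusp1, the last 4 with log2 fold changes of 1.73, 1.98, 1.41 and 3.05. With the replicate number as a block, Nfkbia did not pass (limma adjusted p = 0.0673, with a range over all alternatives from 0.000447 to 0.588). Under scaling to the 75th percentile, Fkbp5, Klf9 and Nfkbia kept their direction and did not pass (limma adjusted p = 0.0533, 0.0657 and 0.1004).

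**Figure D2:**
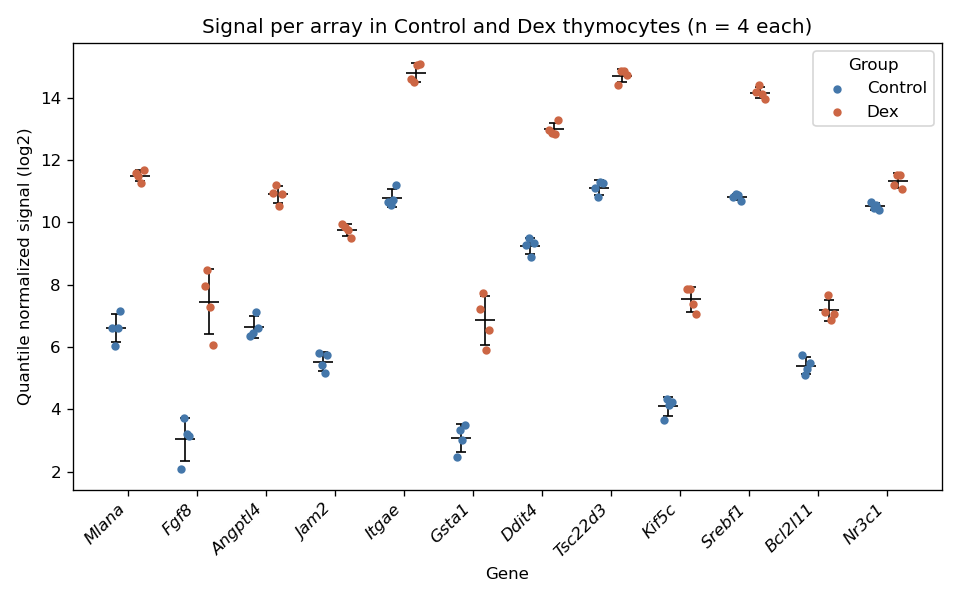
Quantile normalized signal (log2) of 12 genes on each Control and Dex array (points), with the mean as a horizontal bar and the SD as the error bar (n = 4 arrays per group). For each gene the 4 Dex arrays lie above the 4 Control arrays, and the log2 fold changes run from 0.81 for Nr3c1 to 4.89 for Mlana.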

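Across all 41012 probes, limma called 319 probes at an adjusted p of 0.05, with 231 higher and 88 lower in Dex than in Control. At an unadjusted p under 0.05 there were 4327 probes. The median fold change of the called probes was 2.81. Of the called probes, 121 carry the accession of a RefSeq mRNA and belong to 101 of the 8905 RefSeq genes on the array. With the replicate number as a block, 81 probes were called, 75 higher and 6 lower, and 78 of these were among the 319. With slide as a fixed block 1 probe was called, which was lower in Dex, and with slide as a random block 1838 were called. The random block was fitted with a correlation of -0.235 within slides, so that arrays of a slide were treated as less alike than arrays of different slides. The alternative with the highest number, 3987 probes, took the largest component of the spread within the groups as a covariate and was chosen after seeing the data. Its calls were 1834 higher and 2153 lower in Dex, so that most were lower, unlike in the main fit. The covariate was computed from the same values that were tested. It lowers the spread within the groups by construction, so its calls are no separate evidence. Leaving out 1 array at a time gave between 100 called probes, without Control 4, and 245, without Dex 3. These calls rest on gene expression alone, and the targets that miRanda predicts for candidates 44 and 166 were not analyzed here.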

Further Venn diagram analysis identified specific mRNA targets of candidates 44 and 166 differentially expressed during glucocorticoid-induced apoptosis (Figure 3A). IPA of this combined gene list identified cell death and survival as a top predicted molecular and cellular function of these differentially expressed potential targets, as well as other functions critical to the induction and execution of glucocorticoid-induced apoptosis, including changes in cell morphology, cell cycle and cell signaling (Figure 3C). These computational findings suggest that these novel glucocorticoid-responsive miRNAs may contribute to glucocorticoid-induced apoptosis.

## Discussion

Previously, using both microarray and deep sequencing analysis, we described the prevalent repression of annotated miRNAs during glucocorticoid-induced apoptosis of primary rat thymocytes [1]. Additional studies have demonstrated the glucocorticoid-mediated regulation of specific miRNAs in lymphoid cells, and further delineated a functional role for these miRNAs in the execution of glucocorticoid-induced apoptosis [30-33]. For example, studies by both Harada et al. and Molitoris et al. report the glucocorticoid-mediated repression of the miR-17 family, resulting in increased Bim expression, and, consequently, increased sensitivity to glucocorticoid-induced apoptosis [31,32]. Alternatively, several studies have reported that specific miRNAs regulate glucocorticoid sensitivity and contribute to glucocorticoid-resistance in lymphoid malignancies [34-37]. 

In our present study, we propose the existence of novel, unannotated, glucocorticoid-responsive miRNAs with expression profiles similar to those we previously described for annotated miRNAs (dexamethasone-induced repression). Given that deep sequencing technology provides a powerful, unbiased platform to measure the expression of miRNAs we sought to further explore and catalogue the presence of novel glucocorticoid-responsive miRNAs in the rat transcriptome. To this end, we developed a bioinformatics pipeline combining elements of miRanalyzer [24], a peer-reviewed publically available miRNA discovery approach, and a customized machine learning technique to facilitate the identification of novel miRNAs from deep sequencing data. 

 The discovery of novel miRNAs from deep sequencing data is a rapidly expanding area of bioinformatics research. To date, numerous studies have reported the deep sequencing-mediated discovery of novel miRNAs in diverse systems including viruses [38,39], plants [40-43], insects [44], lower vertebrates [45,46], mammals [47,48], cell culture [49,50], and human patient samples [51-55]. Interestingly, several of these studies report the altered expression profile of these newly identified miRNAs during pathophysiological conditions including aging, Sjogren’s Syndrome, psoriasis, b-cell malignancy, and lung cancer [48,51-54]. Our study extends these findings to non-transformed, mammalian primary lymphocytes and, to our knowledge, is the first to report the hormonal-regulation of novel miRNA expression. Importantly, the recent, independent discovery of rno-miR-6324 (a mature miRNA in the anti-sense orientation to candidate 166) strengthens the evidence that candidate 166 is a novel, glucocorticoid-responsive miRNA and that our approach to the identification of novel miRNAs from deep-sequencing data is both accurate and reproducible [27].

 We next employed IPA to characterize the potential cellular and molecular functions of the newly validated glucocorticoid-responsive miRNAs. This analysis indicated that the putative targets of these novel miRNAs are predicted to influence cell death. Pathways analysis of specific novel miRNA candidate targets differentially regulated during glucocorticoid-induced apoptosis identified cell death and survival as a top-regulated predicted cellular and molecular function as well as other cellular processes essential for the glucocorticoid-induced cell death program, including changes in cellular morphology, cell cycle, and cellular signaling [56]. Presently, further functional analyses of these novel miRNAs in this model system are not possible, since rat primary thymocytes are not amenable to genetic manipulation in-vitro. However, these preliminary IPA-derived functional predictions provide a promising basis for the future validation and functional analysis of both novel miRNAs in an alternative, adaptable model system.

 In summary, these studies employ a customized bioinformatic pipeline that enables the discovery of novel miRNAs from deep sequencing data and further describes the repression of two novel miRNAs (candidates 44 and 166) during glucocorticoid-induced apoptosis of primary thymocytes. Computational analysis predicts that miRNA candidates 44 and 166 may contribute to the glucocorticoid-induced apoptosis program through the regulation of target mRNAs involved in cell death and survival functions. These findings are the first to identify the presence of novel, glucocorticoid-responsive miRNAs in the rat transcriptome.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by the National Institute of Environmental Health Sciences Institutional Animal Care and Use Committee and complied with USDA Column C classification (minimal, transient, or no pain or distress). Experimental animals were routinely monitored by NIEHS veterinary staff and investigators for pain or distress.

### Rat primary thymocyte isolation

Rat primary thymoyctes were isolated from adrenalectomized (60-75g) male Sprague-Dawley rats (Charles River Laboratories, Wilmington, MA) approximately 1-2 weeks after surgery. Following decapitation, the thymi of three animals were removed and pooled in RPMI 1640 medium containing 10% heat-inactivated fetal bovine serum, 4 mM glutamine, 75 units/ml streptomycin, and 100 units/ml penicillin. Thymi were gently sheared with surgical scissors at room temperature. Sheared cells were filtered through 200-micron nylon mesh twice and centrifuged at 3K for 5 minutes at room temperature. The cell pellet was then resuspended in fresh media and filtered into a sterile conical tube. Cells were cultured at a final concentration of 2x10^6^ cells/mL and incubated at 37°C, 5% CO_2_ atmosphere. 

### miRNA deep sequencing

Rat primary thymocytes were isolated and cultured in the presence or absence of 100nM dexamethasone for 6 hours. Following treatment, total RNA was isolated using the Ambion mirVana miRNA isolation kit (Austin, TX) from untreated control and dexamethasone-treated samples and subjected to miRNA Deep Sequencing. Small RNA cDNA libraries were prepared according to manufacturer’s protocol (Small RNA Sample Prep Kit Oligo Only, protocol 71003, Illumina, Inc., San Diego, CA). Small RNA cDNA libraries were then sequenced according to manufacturer’s instructions on the Illumina Genome Analyzer II (Illumina, Inc., San Diego, CA). The data discussed in this publication have been deposited in NCBI's Sequence Read Archive [57] and are accessible through SRA accession number SRP019941.

### Bioinformatic analysis of miRNA deep sequencing data

Deep sequencing data for one lane each of Dex and Control samples were received in the fasta format. Read lengths of Dex samples was 35 nucleotides whereas for control it was 25 nucleotides. However approximate length of a mature miRNA is around 18-22 nucleotides therefore it is likely that the 3’ end of the read sequence may contain adapter sequences. To remove possible adapter sequences we trimmed the reads at 3’ end such that resulting reads were 20 nucleotides in length. Next, the sequence reads were collapsed into a fasta formatted file where only unique sequences remain and duplicated sequences were counted and recorded in the header information for each sequence. Out of 13,087,842 and 12,307,015 reads in Dex and Control respectively, the data was compressed to 440,473 and 657,066 unique reads respectively. The resulting files were used for further analysis, which included discovery of novel miRNAs and calculation of differential expression in Dex vs. Control for novel and existing miRNAs. 

### Computational prediction of novel miRNAs

To discover novel miRNAs from deep sequencing data, we designed a bioinformatics pipeline based on the miRanalyzer methodology. miRanalzyer is a web server that uses input short sequence reads of lengths up to 25nts and outputs predicted novel miRNAs [24]. It is also available in a stand alone version [58]. Moreover, our experimentation with the software determined that the implementation of the random forest prediction approach within miRanalyzer was not robust enough to yield reproducible results. To overcome these limitations we implemented a number of new ideas within the novel miRNA discovery paradigm. To this end, we designed a data analysis workflow that uses the general framework and certain components from miRanalyzer and combines it with our novel machine learning approach. 

First, we implemented a sequence alignment strategy as described in miRanalyzer. The fasta files from Dex and Control samples were used as input. Alignments were performed in a sequential manner. First, reads were aligned to known miRNAs, followed by alignment to mature-star*, mature-star* unobserved and hairpin precursors. Next, the remaining reads were aligned to known mRNAs and RNA families as defined by RFAM. The sequences that map to any of the above RNA subtypes are then removed. Remaining sequences are aligned to the Rn4 genome (Figure S1). 

Reads aligning to mature miRNAs were used to build the true “Positive” training dataset and reads aligned to other RNA types such as RFAM was used to build “Negative” training dataset. Reads that did not map to any known RNAs but map to unannotated locations in the genome were used to build the “Test” dataset. The alignments for training/test dataset were generated using bowtie (0.12.7) [59] with –best and –strata options. We allowed up to 2 mismatches in the seed length of 17 and up to 6 alignments were allowed per read. Only the longest alignments that maintained the number of observed mismatches within the seed were kept for further analysis.

Following the miRanalyzer approach, all overlapping aligned reads were grouped together and ‘clusters’ were formed. ‘Precursor’ sequences were then generated from each cluster [58]. We predicted the secondary structure of each precursor sequence using the ViennaRNA (version 2.0.6) [60] tool and removed precursors if any of the following were true:

1. It doesn’t have single stem hairpin structure
2. If it has less than 19 bindings to the candidate precursor sequence
3. If it has less than 11 bindings to the region occupied by the read cluster
4. If candidate precursor genomic location doesn’t overlap with a known miRNA (only in case of true positive data set)

For the remaining precursor sequences, we calculated the molecular attributes that best describe the sequence and secondary structure characteristics of the precursor sequences. These characteristics are then used as input to the machine learning methods to train the models. The molecular features used include:

1. Total number of bindings within the read cluster
2. Total number of bindings in whole candidate precursor secondary structure
3. The length of the read cluster
4. The expression of mature-star* sequence
5. Total tag counts in the read cluster
6. The minimum free energy (MFE)
7. Normalized Energy (MFE/candidate precursor length)
8. The difference in the number of nucleotides that don’t bind between the arms
9. The expression of overlapping conserved region
10. The number of unbinding nucleotides in overhang region

Using these features calculated for each precursor sequence in the positive and negative training dataset, we built two random forest models, one each for the Control and Dex data using “randomForest” R-Package [61]. The random forest model consisted of 1000 binary decision trees, each constructed from 66% of randomly selected training precursors and 3 randomly selected training features. For each training sample, aggregated classification votes were computed from all the trees in which the sample under consideration was excluded. Next, the out of bag training error/accuracy rates were computed, using above classification vote counts. The importance of each of the training feature is assessed using change in out of bag training accuracy, after permuting the values of feature of interest (Figure S2 shows the ranking of features). Ranking is calculated by mean decrease in accuracy associated with each feature.

Our training models displayed significantly high classification accuracy (i.e. low class error) as described by the confusion matrix (Table S2). We employed 1000 trees for modeling, a significantly large number compared to the miRanalyzer, to ensure that training and testing results are consistent and reproducible. 

We used reads from the “Test” dataset and generated clusters and precursor sequences as described earlier. Here, we discarded clusters with raw read counts (expression value) lower than 11 prior to precursor generation step to avoid regions with low expression. The resulting precursor sequences from the test data were used for feature generation and as input for classification using the two random forest models trained from the Control and Dex data as described earlier. 

Precursor sequences that were predicted to be novel miRNAs were identified, and the parent ‘cluster’ sequence for each of those precursors was used as the novel ‘mature’ miRNA sequence. These novel miRNAs were further discarded if they met either of the following criteria:

1. If the predicted novel miRNA localizes to chrUn or any of the ‘random’ chromosomes.
2. If the MFE of predicted novel miRNA is greater than -25.

In cases where the chromosomal coordinates of the novel miRNAs overlapped each other, they were merged to form one novel miRNA. 

### miRNA signal and differential expression calculation

To determine computationally derived expression values at each annotated and predicted novel miRNA, we counted the total number of reads aligned at a genomic locus normalized by the total aligned reads for a given sample (Reads Per Million). For this calculation, we only included those reads that met very stringent sequence alignment criteria (reads may have a maximum of 3 alignments and only one mismatched position within the 17nt seed length). To determine whether a given miRNA is induced or repressed in response to dexamethasone treatment, we calculated the ratio of signal in Dex divided by Control. If the ratio is above 1, we consider the miRNA induced by Dex, if the ratio is below 1, we consider the miRNA repressed by Dex. 

### Novel miRNA qPCR

Total RNAs were isolated from control and dexamethasone-treated (100nM, 6 hours) thymocytes using the Ambion mirVana miRNA isolation kit (Austin, TX). For annotated and novel miRNA validations, total RNAs were reverse transcribed using the Taqman miRNA Reverse Transcription kit (Applied Biosystems, CA, USA) and analyzed using custom-designed Taqman Small RNA Assays (Applied Biosystems, CA, USA) per manufacturer instructions. Single-tube primer/probes for each candidate were designed using the Custom TaqMan Small RNA Assay Design Tool using the predicted (or annotated) mature miRNA sequence as the design template. Prior to submission, template sequences were evaluated for specificity via the Basic Local Alignment Search Tool (BLAST) [62]. Primer template sequences for each candidate novel miRNA were: 

Candidate 44: CGCGGATGATGACACCTGGGTAT

Candidate 166: GCTCTGCTGACTGCCTATGGGCT

Each customized small RNA assay was evaluated for signal in both reverse transcriptase minus and the cDNA minus non-template controls, indicating the detection of small-RNA-specific signal. Each primer/probe was normalized to the expression of the small-nucleolar RNA RNU43. 

### Whole genome microarray

Rat primary thymocytes were isolated and cultured in the presence or absence of 100nM dexamethasone for 6 hours. Following treatment, total RNA was isolated from three biological replicates using the Ambion mirVana miRNA isolation kit (Austin, TX) and subjected to whole genome microarray analysis. Gene expression analysis was conducted using Agilent Whole Rat Genome 4x44 multiplex format oligo arrays (014879) (Agilent Technologies) following the Agilent 1-color microarray-based gene expression analysis protocol. Starting with 500ng of total RNA, Cy3 labeled cRNA was produced according to manufacturer’s protocol. For each sample, 1.65ug of Cy3 labeled cRNAs were fragmented and hybridized for 17 hours in a rotating hybridization oven. Slides were washed and then scanned with an Agilent Scanner. Data was obtained using the Agilent Feature Extraction software (v9.5), using the 1-color defaults for all parameters. The Agilent Feature Extraction Software performed error modeling, adjusting for additive and multiplicative noise. The resulting data were processed using the Rosetta Resolver® system (version 7.2) (Rosetta Biosoftware, Kirkland, WA). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [63] and are accessible through GEO Series accession number GSE45560.

### Analysis of whole genome microarray data

The feature extractor processed raw signal was log_2_-transformed, quantile normalized and summarized for each probe using median polish algorithm. Next, we identified differentially expressed genes in Dex treated compared to Control samples using signal to noise statistic defined as the ratio of average signal difference and sum of between replicate standard deviations. 

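The SD between replicates, which forms the denominator of the statistic, was larger in Dex than in Control. Its median over all probes was 0.28 in Control and 0.50 in Dex on the log2 scale (n = 4 arrays each), and it was larger in Dex for 75.3% of the probes.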

The adjusted and unadjusted p-values for this signal to noise statistic was computed using left/right tail of empirical distribution generated by 10,000 sample/probe permutations (similar to [64]. We used a nominal p-value threshold of 0.01 (nominal p-value =< 0.01) and absolute fold change threshold of 1.2 (absolute fold >= 1.2) to identify differentially expressed probes. We used available probe annotation to map probe IDs to corresponding RefSeq genes. We identified 219 genes with statistically significant differential expression.

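The signal to noise statistic was recomputed over all 70 assignments of the 8 arrays to 2 groups of 4, pooled over probes, in place of random draws. Under the pooled null, 820 probes are expected past a one-tailed p of 0.01 in both tails together, before the fold change threshold. At a nominal one-tailed p of 0.01 and an absolute fold change of 1.2, 2784 of 41012 probes passed. They were 1472 higher and 1312 lower probes. By probes with RefSeq mRNA accessions they mapped to 819 genes, or 9.20% of the RefSeq genes on the array. Of these, 458 were higher in Dex, 360 were lower and 1 had probes in both directions. Without the fold change threshold there were 890 genes. With any 1 array left out, the number ranged from 602 to 817. Over all 16 choices of 3 Control and 3 Dex arrays it ranged from 437 to 722, with a median of 570. Counting NM_ and XM_ accessions gave 1787 genes. After Benjamini-Hochberg adjustment no gene can pass 0.01 with the signal to noise statistic, since the real assignment is 1 of the 70 that are pooled and the adjusted p cannot fall below 0.0143. This alternative therefore says nothing about the 819 genes. In that statistic 1923 genes had an unadjusted p under 0.05, while limma called 101 RefSeq genes, and each of those was among the 819.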

### Prediction novel miRNA targets

Prediction of gene targets for a given miRNA was conducted using miRanda software [65]. We used the mature miRNA sequence as an input to the program and the software generated predicted gene targets by comparing complementarity in the seed region of the miRNA sequence to the 3’ UTR sequence of all known mRNAs in the genome. The list of gene targets for each of the two candidate novel miRNA was further analyzed for enrichment of biological pathways using IPA.

### Pathway analysis using IPA

We employed Ingenuity Pathway Analysis software to identify enriched biological pathways and molecular functions within a given gene list. We performed IPA on a list of gene targets for each of the two candidate novel miRNAs (candidate 44 and 166), and also performed IPA on the list of differentially expressed genes identified by the microarray analysis. IPA was also performed on the subset of gene targets, as identified by the Venn Diagram analysis, to be differentially expressed in the microarray analysis (Figure 3). 

## Supporting Information

Figure S1 **Alignment workflow based on original miRanalyzer.** Work-flow diagram of sequence alignment as implemented in miRanalyzer. The figure was adapted from the miRanalyzer manuscript [58].
(TIFF) Click here for additional data file.

Figure S2 **Accuracy of molecular features used in computational prediction of miRNAs.** Figure displays ranking of molecular features used in computational prediction of miRNAs. The x-axis reports the mean decrease in accuracy of the model for each of the molecular features in question. Conservation is the most informative feature in this analysis.
(TIFF) Click here for additional data file.

Table S1 **Summary of training and test data sets.** (A) Table describes number of unique clusters and resulting precursor sequences for Dex and Control samples in positive and negative training sets.
(B) Table describes number of unique clusters and resulting precursor sequences for Dex and Control samples in test set.
(TIFF) Click here for additional data file.

Table S2 **Confusion matrix for training data for control and dexamethasone-treated thymocytes.** (A and B) Confusion matrix displaying predicted and actual number of microRNAs and non-microRNAs as identified by our computational analysis. The classification accuracies of predicting microRNAs are listed for both control and dexamethasone-treated samples.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

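Gene expression was measured in primary rat thymocytes after 6 hours of culture without hormone (Control, 4 arrays) or with 100 nM dexamethasone (Dex, 4 arrays). The paper states 3 biological replicates per group and its text does not name which arrays it used, so all 8 deposited arrays entered the tests. The paper pools the thymi of 3 animals for each preparation.

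The authors hybridized Cy3-labeled RNA to 1-color Agilent Whole Rat Genome arrays and extracted each spot's intensity with Feature Extraction version 9.5.3.1 at its 1-color defaults, which subtract the background and remove spatial trends within the array. The deposited intensities are not normalized between arrays. The deposited scanner output also holds the software's 0 or 1 flags for spots well above background, saturated spots and outliers. The authors also deposited a table of log2 values, quantile normalized between the arrays and summarized per probe by median polish. The 2 sets of values of each array correlated at 0.999999 or more after the same steps had been recomputed here. That the scanner output refers probe positions to genome build rn3 was read from its header, and no other build's positions are given.

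Of 43379 non-control spots per array, those flagged as outliers were left out, which left 16 missing values among 41012 probes. Of these probes, 10806 carry a RefSeq mRNA accession (NM_) and belong to 8905 gene names. In the reference table of rat genes 10462 of these accessions were found, and other probes kept the name that the array gives. No value column of the series table was left without a sample.

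limma (version 3.58.1, in R version 4.3.3) was the test across probes, with lmFit and eBayes, two-sided, without a block, and with Benjamini-Hochberg adjustment over all probes at 0.05. The signal to noise statistic of the methods, the difference of the group means over the sum of the group SDs, was tested against its distribution over all 70 assignments of the arrays, pooled over probes. It was called at a one-tailed nominal p of 0.01 and an absolute fold change of 1.2, and counted by RefSeq gene name. The paper's text gives 10000 sample or probe permutations and no further detail of how they were drawn. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each with the gene's brightest probe. The lists were cell death, S phase, G2M, glucocorticoid control, miRNA processing, and markers of double positive thymocytes, macrophages, B cells, stromal cells and erythroid cells. The share of 3 lists among the called RefSeq genes was tested by Fisher's exact test, with all RefSeq genes on the array as the background, and this test was added after the data were seen. The designs, the lists and all other alternatives were set before the data were examined, apart from the additions that the closing section names.

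The genes named in the text are the 10 with the largest absolute log2 fold change among called probes with a gene symbol, with all Dex arrays on one side of all Control arrays, and well above background on every array of the brighter group. Of all genes, 140 met these conditions. Bcl2l11, which the paper names as Bim, the glucocorticoid receptor gene Nr3c1, and the glucocorticoid control and miRNA processing lists were added to them. The brightest probe stands for a gene.

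Control and Dex cultures carry the replicate numbers 1 to 4. Deviations from the group means correlated across probes between the arrays of the same number at 0.40, 0.13, 0.55 and 0.18 for replicates 1 to 4. All 4 exceed 0.1, so the numbers were taken to pair the cultures. Arrays of unlike number correlated as highly in part, Control 1 with Dex 2 at 0.40, Control 2 with Dex 1 at 0.19 and Control 3 with Dex 4 at 0.39. Control 4 with Dex 3 went the other way, at 0.07 against 0.18 for Control 4 with Dex 4. For the most part these correlations therefore follow replicates 1 and 2 against replicates 3 and 4, and they do not single out all the pairs. The fit with the replicate number as a block is given where it changes a call. Whether a sample was hybridized more than once cannot be told from these values, and each array was counted as a replicate by its label. The smallest median difference between arrays of a group over the probes printed 10 times was 0.190 on the log2 scale, against an SD of 0.0290 for the mean of 10 spots, which holds the noise between spots of an array and not that of labeling and hybridization. The highest correlations within a group were 0.990 for Dex 3 with Dex 4 and 0.990 for Control 3 with Control 4.

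Between 24908 and 34472 probes per array were well above background. A probe near background has a less certain fold change, and the arrays per group limit the precision of all comparisons.

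The procedures were tested on simulated data with 40996 probes and the means and spreads of the Dex against Control comparison, of which 200 probes were changed. limma recovered 12.7% of 2-fold, 58.8% of 4-fold and 84.6% of 16-fold changes, with 6 false calls. With deviations shared by same-numbered arrays, it recovered 50.0% of 16-fold changes with the block and 61.5% without it. The signal to noise test recovered 52.4% of 2-fold and 90.6% of 4-fold changes and called 1.73% of the unchanged probes. The list test found the shifted list and none of the 9 other lists. On the measured arrays, splits into groups of 4 other than Control against Dex gave camera p-values down to 3.2e-13 for S phase and 1.2e-14 for G2M. For each list 2 of 35 splits, the real one included, gave a p as small as the real one. The simulated result therefore does not show how often the list test with the preset correlation calls a list without a treatment effect on the measured arrays.

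Alternatives covered the scaling between arrays, the background correction (normexp, offset 50), a filter on dim probes, outlier spots, the deposited log2 values, slide and replicate as blocks, array weights, the thresholds, the permutation scheme, the accessions counted as RefSeq genes, the choice of probe, and each array left out in turn. IPA and miRanda were not run, and transcript sequences were not used here, so the predicted targets of candidates 44 and 166 and the overlap of those targets with the called genes were not analyzed here. The miRNA sequencing and the qPCR were not analyzed here.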

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

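The test of the background level of Xpo5 and the tests on probes without an NM_ accession were chosen only after the result was seen, and among the latter the test of distance was added after the others.

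Xpo5, the exportin of pre-miRNAs, had a normalized log2 signal of 3.90 on Dex 2, while the other 3 Dex arrays lay between 3.28 and 3.34. The gap to the nearest array was 0.896 of the range of the group, which is beyond Dixon's 95% limit for 4 samples. It was 1 of 70 groups tested this way, and chance alone gives about 1 in 20. A technical explanation is open. The probe was well above background on only 5 of the 8 arrays, and not on Dex 2 itself, so that the value lies in the range of background noise. Under scaling to the 75th percentile the gap was 0.148 of the range, and under normexp background correction it was 0.532, so that the distance of Dex 2 may come from the normalization of a dim probe. No biological explanation was tested, since the design gives none for a single Dex culture.

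The paper maps its calls to RefSeq genes, and 198 of the 319 probes that limma called carry no NM_ accession, or 62.1%. Of these 198 probes, 144 were higher and 54 lower in Dex, all 198 had the 4 Dex arrays on one side of the 4 Control arrays, and 43 were also called with the replicate number as a block. They comprise 0.655% of the 30206 probes without such an accession, against 1.12% of the 10806 probes with one. Predicted transcripts (XM_) account for 111 of them. The tables argue against a pair of technical explanations. In 191 of the 198 the probe was well above background on every array of the brighter group, so that noise near background is not the source of most of them. Of the 60 probes with a gene symbol, 1 shared it with a called NM_ probe. The other 138 have no gene symbol to share, and 37 of the 134 among them with a position lay within 1 Mb of a called NM_ probe. Most of the probes are therefore not further probes of the RefSeq genes already called, while this stays open for those 37 and for the 4 without a position. An effect of dexamethasone on transcripts without an NM_ accession, predicted RefSeq transcripts among them, remains as a hypothesis for these probes, beside the other splits and slides of the arrays, which bear on all calls.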

How the results depend on the processing

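Fits with replicates 1 and 2 against 3 and 4 as a block, with the within-group component as a covariate, with the GC trend removed, the overlap of 3 lists with the signal to noise calls, and Benjamini-Hochberg adjustment of the signal to noise statistic at 0.05 were chosen after seeing the data. The cause of a change was not tested except where the construction of the alternative shows it.

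The 319 probes called by limma became 166 under scaling to the 75th percentile, 562 with dim probes left out and 1593 at the nominal p and fold change of the methods. Under normexp background correction 915 were called, with 497 higher and 418 lower, against 231 and 88. Slide as a fixed block left 1 call, since only the slide of Control 1 and Dex 3 then carries the comparison, and slide as a random block gave 1838. The random block was fitted with a correlation of -0.235 within slides, so that arrays of a slide were treated as less alike than arrays of different slides. The lowest adjusted p-values given for Fgf8, Gsta1, Bcl2l11, Nr3c1 and Sgk1 over the alternatives came from that fit. With the replicate block there were 81. Over the 16 choices of 3 arrays per group the lowest count was 17, the median 38 and the highest 63, with fewer arrays in each fit. Leaving out 1 array gave 100 to 245, the lowest without Control 4. Replicates 1 and 2 against 3 and 4 as a block gave 670, the within-group component as a covariate 3987, and the GC trend removed with replicate block 91. With that covariate 1834 were higher and 2153 lower in Dex, so that most calls were lower, unlike in the main fit. It was computed from the tested values themselves and lowers the spread within the groups by construction. The count stayed within 1.5 times in 6 of 26 alternatives.

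The 819 RefSeq genes called by signal to noise stayed within 1.5 times in 21 of 25 alternatives, at 602 to 817 with 1 array left out and at 675 with the replicate block. Benjamini-Hochberg adjustment of the signal to noise p at 0.01 left 0 genes by construction, since the pooled 70 assignments include the real one and the adjusted p cannot fall below 0.0143, where 1923 have an unadjusted p under 0.05 and limma calls 101 RefSeq genes. Counting NM_ and XM_ accessions gave 1787 genes, from more probes. The lowest of the 16 choices of 3 arrays per group gave 437, and adjustment at 0.05 gave 247.

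The median log2 fold change of the cell death list, 0.03 with no call, changed sign in several settings and passed 0.05 by camera in none. It was -0.011 under scaling to the 75th percentile, -0.033 with dim probes left out, -0.20 with slide as a fixed block, -0.029 with the median of a gene's probes, and -0.046 (without Dex 1) to 0.027 (without Dex 4) with 1 array left out. Its share among the signal to noise calls stayed past 0.05 in 15 of 15 alternatives, at 17.9% to 31.5% (Fisher's exact test, p from 2.6e-06 to 0.00135).

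The medians of the S phase and G2M lists stayed below 0 in all 19 alternatives each, at -0.61 to -0.25 and -0.42 to -0.25. S phase, at -0.38, passed no more with the estimated correlation (unadjusted p = 0.183) or by fry (unadjusted p of 0.0514), and G2M, at -0.35, no more with the estimated correlation (unadjusted p = 0.101). G2M kept an unadjusted p of 0.0176 by fry, which became 0.0561 after adjustment over the 10 lists. The G2M share among the signal to noise calls kept its side of 0.05 in 14 of 15 alternatives and fell to 14.3% (Fisher's exact test, p = 0.165) under scaling to the 75th percentile. The S phase share, which did not pass, was 0% under that scaling and with adjustment at 0.05, and 5.88% to 23.5% with 1 array left out, where it passed without Control 3 and without Dex 1. The glucocorticoid control list kept its direction and its side of 0.05 in 19 of 19 alternatives, with medians of 0.92 to 1.45.

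Other lists and genes that changed sign had not passed the threshold, apart from the stromal markers (median 0.43, limma's camera, adjusted p = 0.0310), which changed sign with slide as a fixed block (unadjusted camera p of 0.687). B cell markers were at -0.011 under scaling to the 75th percentile, -0.11 with dim probes left out, -0.11 with the median of a gene's probes, -0.38 with slide as a fixed block and -0.12 to 0.094 with 1 array left out. Slide as a fixed block gave macrophage markers -0.20, stromal markers -0.10, erythroid markers -0.36, Cdkn1a -0.44, Tgm2 -0.10 and Xpo5 0.63. That fit rests on Control 1 and Dex 3, at -44.6 and 121 on the largest component within the groups. It cannot tell whether such sign changes follow slide or that component. Scaling to the 75th percentile gave Ago1 0.13 and Tarbp2 0.0035, and normexp gave Ago1 0.016. Slide as a random block gave Dicer1 0.036 and Ago1 0.10. With 1 array left out, the miRNA processing list ran from -0.19 to 0.013, Cdkn1a from -0.095 to 0.18, Dicer1 from -0.10 to 0.075, Xpo5 from -0.36 to 0.19, Ago1 from -0.24 to 0.30 and Tarbp2 from -0.20 to 0.030.

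Of the 29 named genes, 29 kept their direction and side of the threshold with outlier spots kept, with the deposited log2 values and with array weights. With the replicate block 4 of them no longer passed (Fgf8, Gsta1, Bcl2l11 and Nfkbia), nor did the list members Bcl2l1, Fas, Gadd45a and Pecam1, and the unadjusted camera p of the erythroid markers fell to 0.00916. The block changed no other call of a list or of a gene named here. Slide as a fixed block left 11 of the 29 as they were, with 15 no longer past the threshold. Signal over background limits the genes near the floor. Fgf8, Gsta1, Kif5c, Zbtb16 and Xpo5 were not well above background on every array. The seed site tests of candidates 44 and 166 and their alternatives were not run, since no 3' UTR sequences were used here.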

Differences from the paper's values

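By the signal to noise statistic 819 RefSeq genes were differentially expressed at a nominal p of 0.01 and an absolute fold change of 1.2, and the paper's reported number is 219. None of the 24 alternatives set before the data were examined came within 1.5 times of the paper's number. They gave 0 genes with Benjamini-Hochberg adjustment at 0.01, where the adjusted p cannot fall below 0.0143, 1787 genes with NM_ and XM_ accessions, and 437, 570 and 722 as the lowest, median and highest number over the 16 choices of 3 arrays per group. Benjamini-Hochberg adjustment at 0.05 with the fold change threshold kept gave 247 genes, which is within 1.5 times, and this alternative was chosen after seeing the values. limma at an adjusted p of 0.05 called 101 RefSeq genes.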

Other observations

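Of the tests in this part, those of GC content, of signal near background, of the sign on the shared slide, of the splits of the signal to noise counts and of the gene lists by camera, of the slide for the signal to noise counts, and those on the difference between replicates 1 and 2 and replicates 3 and 4 other than the test of cells of another type were chosen only after the result was seen. The overlap tests, and later their form with the same number of genes in every split and the test of how far apart the lists of other cell types lie, were added after the data were seen.

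The 8 arrays can be split into 4 and 4 in 35 ways, and 2 of these gave at least as many limma calls as Control against Dex. The other one set Control 1, Control 2, Dex 1 and Dex 2 against the rest and gave 3412 probes, so that chance cannot be excluded by this number. Each of the remaining splits gave 0 limma calls, with 108 to 11540 probes at an unadjusted p under 0.05 and 6 to 757 genes by signal to noise, so that the number rests on the 1 split along the difference between replicates 1 and 2 and replicates 3 and 4. That split parts no pair of same-numbered cultures. Among the 8 splits that part all 4 pairs, only the real one gave as many calls, but 8 splits cannot give a share under 0.05. For the signal to noise counts 2 of 35 splits were as large as well, with 1675 RefSeq genes in the other one. Control 1 and Dex 3 share a slide, so exchanging them leaves the slides of the 2 groups as they were, and a difference between slides alone would give as many calls. The exchange gave 0 limma calls, with 4500 probes at an unadjusted p under 0.05, and 356 genes by signal to noise against 819, so that slide alone is not the source of most of the calls. Of the 56 probes called on the other 2 slides alone, 100% had the same sign between Dex 3 and Control 1 on the shared slide. The smaller changes carried over less well, and over all probes they did not carry over. Of the 1473 probes at the nominal threshold on the other slides 72.9% had the same sign. Of 41004 probes in all 43.2% had, so that more reversed their sign than kept it. The median ratio of the change on the shared slide to that on the others was -0.33 over all probes. A difference between slides, or between replicates 1 and 2 and replicates 3 and 4, stays open for the small changes. With the GC trend of each array removed 314 probes were called, and with dim probes left out 562 were, so that neither trend is the whole source of the 319 calls.

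The largest difference among the arrays within the groups was taken after centring, which removes the treatment, so that it could not follow the treatment. The first component of the values centred within groups held 68.0% of the within-group variance and set replicates 1 and 2 apart from replicates 3 and 4 in both groups. Control 1 to 4 had scores of -44.6, -13.9, 47.3 and 11.2, and Dex 1 to 4 had scores of -96.1, -146, 121 and 121. Several technical explanations are argued against, for the most part. Dex 4, at 121, shares its slide with Dex 1 and Dex 2, at the opposite end. The component held 67.6% with the GC trend removed and 79.9% among probes well above background on all arrays. Under scaling to the 75th percentile the scores were -150, -207, 174 and 184 on Dex 1 to 4, with a gap of 324 between Dex 1 and 2 and Dex 3 and 4, so that normalization between arrays is not the source of the difference within Dex. On Control 1 to 4 they were -68.6, 18.6, 57.1 and -7.08, with an overlap (a gap of -25.7), so that the order of the Control arrays depends on the normalization, which stays open for them. An exchange of samples between Control and Dex would put an array at the response of the other group, but the mean change of the glucocorticoid control list was at least 1.22 on every Dex array and at most 0.06 on every Control array. A different degree of response of this list to dexamethasone would part Dex 1 and 2 from Dex 3 and 4, but this mean was 1.45, 1.22, 1.30 and 1.43 on Dex 1 to 4. A different response of other genes stays open, since the mean covers this list alone. The difference between replicates 3 and 4 and replicates 1 and 2 had an SD across probes of 1.20 within Dex and 0.535 within Control. Across probes, the difference between replicates 3 and 4 and replicates 1 and 2 within Dex correlated with that within Control at 0.463, and at 0.452 under scaling to the 75th percentile, where probes are not independent replicates. A preparation shared by same-numbered cultures, or by replicates 1 and 2 and by replicates 3 and 4, is a candidate explanation for this component, as a hypothesis. The quality of the arrays was not tested and stays open too. Probes well above background numbered 26471 and 24908 on Dex 1 and 2, against 33284 and 33402 on Dex 3 and 4. On Control 1 to 4 they numbered 28665, 34472, 33148 and 33263, which follows the scores in part only. Cells of another type stay open as well and cannot be told apart from a shared preparation here. With the trend of brightness removed, the erythroid markers moved by -0.57 within Dex and by -0.74 within Control between replicates 1 and 2 and replicates 3 and 4, and the B cell markers by -0.41 within Dex and 0.25 within Control, each on few genes. Hbb and Alas2, abundant erythroid transcripts, had mean log2 signals of 8.47 and 7.84 in Control.

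Among the 10 gene lists, the glucocorticoid control list was the one whose camera p was as small in only 1 of 35 splits, the real one, so that chance can be excluded for it by the count over all splits. This does not hold with adjustment over the 10 lists, nor by the 8 splits that part all 4 pairs, of which the real one was again the only 1 as small but which cannot give a share under 0.05. For the S phase and for the G2M list 2 of 35 splits were as small. Chance cannot be excluded for these lists by this number. The same holds for the cell death list with 25 of 35 splits, the miRNA processing list with 34, double positive thymocyte markers with 3, macrophage markers with 10, B cell markers with 35, stromal markers with 4 and erythroid markers with 10. For the overlap with the signal to noise calls, 1 of 35 splits was as small for the cell death list and 1 for the G2M list, the real one each time, while it was 4 of 35 for the S phase list. Most other splits call too few genes to reach such a p, so that these numbers decide nothing for the cell death and G2M lists. With the 819 RefSeq genes of largest absolute statistic taken in every split, 1 of 35 splits was as small for the cell death list, 1 for the G2M list and 18 for the S phase list. Chance can thereby be excluded for the share of the cell death and G2M lists by the count over all splits, and not with adjustment over the 3 lists or by the 8 splits that part all 4 pairs. The cell death list was over-represented among the calls while its median did not move, with 7 called genes higher and 10 lower. One reading, as a hypothesis, is that members that promote and members that oppose apoptosis may respond in different directions. It rests on the shares of 17.9% to 31.5% over the alternatives and was not tested by the role of each gene.

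The lower medians of the S phase and G2M lists were weighed against 2 technical explanations. Dim and bright probes can shift apart between arrays, but with the trend of the change with brightness removed the medians were -0.32 and -0.31, so that this trend is not their whole source. A lower share of thymocytes could also lower them. Markers of double positive thymocytes, the main cell type of the thymus, had a median of -0.17 (limma's camera, adjusted p = 0.0310 over the 10 lists). Macrophage markers were at 0.13 (camera, adjusted p = 0.191), B cell markers at 0.02 (adjusted p = 0.968), stromal markers at 0.43 (adjusted p = 0.0310) and erythroid markers at 0.52 (adjusted p = 0.140). The double positive list kept its direction and side of 0.05 in 15 of 19 alternatives. Its unadjusted camera p was 0.107 under scaling to the 75th percentile and 0.0950 without Dex 3. Under that scaling the unadjusted camera p was 0.0511 for stromal, 0.0417 for macrophage and 0.0345 for erythroid markers. With the estimated correlation or by fry, none of these 5 lists passed after adjustment, and the smallest adjusted p was 0.0561. Stromal markers thus passed after adjustment by camera with the preset correlation alone, and members of that list went both ways, such as Pecam1 at 1.36 (standard error 0.19) and Vwf at -0.53 (standard error 0.17), named here after their values were seen. The medians of the 4 lists of other cell types spanned 0.50, and 14 of 35 splits set them as far apart. These values do not decide whether the lists move apart, so that a lower share of thymocytes cannot be told apart from a lower expression of the cell cycle genes, and an effect of dexamethasone on the cell cycle stays a hypothesis. Thymocytes themselves may express some of these markers, such as Lyz2, Ctsl and Krt18, which had mean log2 signals of 11.92, 12.71 and 11.89 in Control. Of the marker lists, 1 gene passed in limma over all probes, the stromal marker Pecam1 (limma adjusted p = 0.0208). It did not pass with the replicate number as a block (limma adjusted p = 0.108).

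Sgk1, a member of the glucocorticoid control list, went against the other 11 genes. Its signal was 11.94 ± 0.40 in Control and 10.63 ± 0.19 in Dex (SD, n = 4 each), a log2 fold change of -1.32 that just missed the threshold over all probes (limma adjusted p = 0.0503). It passed adjusted over the list alone (limma adjusted p = 0.000673) and was not past 0.05 over all probes with the replicate number as a block (limma adjusted p = 0.188). It was lower in Dex in all 21 alternatives, at -1.45 to -1.17, and passed in 6 of them, with adjusted p-values of 0.00583 to 0.771. No explanation was tested. Per1, Tgm2, Txnip, Zbtb16 and Cdkn1a had log2 fold changes of 0.73, 0.54, 0.41, 0.29 and 0.06, and none passed in limma over all probes, while Per1 passed adjusted over the list alone (limma adjusted p = 0.0169).

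The paper reports repression of miRNAs by dexamethasone and does not report the genes that process miRNAs on these arrays. Of the 7 genes of the miRNA processing list limma called 0, with 1 at an unadjusted p under 0.05 and 1 called by signal to noise. The median log2 fold change of the list was -0.07 (camera, adjusted p = 0.968). The log2 fold changes were -0.03 for Dicer1, -0.08 for Drosha, -0.31 for Dgcr8, -0.08 for Xpo5, 0.48 for Ago2, -0.00 for Ago1 and -0.07 for Tarbp2. The 2 probes of Ago1 went in different directions. Ago2 was higher on every Dex array than on every Control array, at a limma adjusted p of 0.232, and passed in 2 of 21 alternatives (adjusted p of 0.0251 to 0.771). In the simulated data limma recovered 12.7% of 2-fold changes and the signal to noise test 52.4%, so that limma misses most changes of this size with 4 arrays per group.

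The spike-in control E1A_r60_a97, RNA added at the labeling step, had signals of 30624, 35237, 41603 and 40748 on Control 1 to 4 and 26939, 12542, 27706 and 8229 on Dex 1 to 4. Every Dex array was below every Control array (exact two-sided permutation test on log2 signals, p = 0.0286). Over the 75th percentile of each array the ratio did not differ between the groups beyond the spread (exact two-sided permutation test, p = 0.143). The source of the lower spike-in signal was not tested, and slide and treatment overlap for 6 of the 8 arrays.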
